A study of Mus musculus with 2 samples. Its data were reported in "The ionotropic AMPA receptor contributes to autoimmunity via altered regulatory T cell differentiation" (2025).

How the data were processed

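Live CD4 T cells were sorted from the spinal cords of mice at the peak of experimental autoimmune encephalomyelitis (EAE), a mouse model of multiple sclerosis, and profiled by droplet single-cell RNA sequencing (10x Genomics 3′ HT chemistry, version 3.1). There was 1 library of cells labelled WT and 1 of cells labelled KO. The KO mice carried a T cell deletion of the AMPA receptor subunit genes Gria1, Gria2 and Gria3, driven by a Cre transgene under Cd4 control, and the WT mice were littermates with the same floxed genes and without Cre. Cells of several mice were pooled per genotype before sorting, so the values of single animals cannot be separated.

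The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, with no filter on barcodes. Per the labels, the authors aligned reads to the mm10 mouse transcriptome and counted UMIs with Cell Ranger 7.0.0. The matrix header names Cell Ranger 4, and whether intronic reads were counted is not stated. Each matrix lists 32285 genes. The WT matrix has 1606330 barcodes and 107295209 UMIs, and the KO matrix has 1429100 barcodes and 82010303 UMIs. Each library was aimed at 20000 cells and 50000 reads per cell.

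Cells were called in each library with a reimplementation of the order-of-magnitude rule of Cell Ranger, with the expected number of cells estimated from the data, which kept barcodes of at least 4009 UMIs in the WT library and 4300 in the KO library. The study's further filters followed: over 500 UMIs, over 25 genes and under 25% mitochondrial UMIs. This called 8788 WT and 6304 KO cells, which held 93.3% and 93.2% of all UMIs. Doublets were scored with a reimplementation of Scrublet. Its automatic threshold marked 1 cell in each library, which was taken as a failure of the caller, so the highest-scoring cells were removed up to an assumed rate of 0.4% per 1000 cells (309 WT and 159 KO cells). That rule was chosen after the failure was seen.

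Counts per cell were scaled to 10000 and log-transformed. The 2000 most variable genes were taken, leaving out mitochondrial, ribosomal protein, T cell receptor variable and immunoglobulin genes, Xist, Tsix and Y-linked genes, and the tested effector, cytokine and target genes. Both libraries were clustered together without batch integration on 30 principal components, a shared-neighbour graph of 20 neighbours and Leiden clustering at resolution 0.8. Marker lists for 5 T cell states and 8 contaminating cell types were written in advance. A cluster was removed as contaminating when the mean log2 fold of such a list exceeded 2 and also exceeded that of every T cell state. The second condition was added after a Treg-like cluster had been removed by the first alone in 1 alternative setting. After removal of 5 of 15 clusters, the remaining cells were clustered again, which gave 11 clusters. A cluster took the name of its best state list when the mean log2 fold exceeded 1, at least 3 markers were over 2-fold higher and its 10 leading genes held no more markers of another list than of its own. Clusters far shallower than the rest with no own marker among the leading genes would have stayed unnamed. A contaminating cluster found in the repeated clustering would also have been left out, but none was.

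The retained cells numbered 8241 (WT) and 5817 (KO), with 88957054 and 66516358 UMIs. Expression was taken as CPM, the raw counts of a gene summed over the cells of a library and scaled to the summed counts of all genes, and compared as the log2 ratio of the KO-labelled over the WT library. Counts have exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals, and ratios exact conditional binomial intervals, all at 95%. The interval of a list's median comes from 1000 Poisson draws around the counts. These intervals cover counting error only. With 1 library per genotype, no difference has a replicate check. No test was run, no p-value is given and cells were not treated as replicates, unlike in the study, which compared cells with a rank test. A count of 0 allows a level of up to 3 counts.

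The Foxp3-positive share was taken after each cell was drawn without replacement to 2000 UMIs, which left out 0 cells of either library. Free RNA was read from barcodes of at most 100 UMIs, and its share in T cells was estimated from myeloid and B cell genes. Gene lists for TGF-beta signalling (54 genes), IL-2/STAT5 (161), mTORC1 (196), glycolysis (28) and cholesterol (27) were written by hand, and the collection used by the study was not used here. A list's median log2 ratio was taken over genes with at least 50 UMIs in Treg-like cells. It was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The size of the difference in each class was the median absolute log2 ratio over genes with at least 50 UMIs after equal numbers of cells were drawn 20 times and thinned to equal UMI totals. It was set against the same measure within each library.

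Named genes were the listed effector, cytokine and target genes, Foxp3, and the 5 highest and 5 lowest log2 ratios among genes with at least 200 UMIs in all cells or 50 UMIs in Treg-like cells. Mitochondrial, ribosomal protein, T cell receptor variable, immunoglobulin, Xist, Tsix, Y-linked, predicted and class marker genes were left out. The log2 ratios of all genes used a pseudocount of 0.5 UMI. Positions come from GENCODE vM21 on GRCm38, the assembly that mm10 names, which gave a position to 32158 genes of the files.

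The computations were tested on simulated counts with 200 changed genes. The counts of each gene were drawn around its summed count with counting error alone, with no variation between cells. Sign and coverage therefore check the computation and not the spread of real cells. All changed genes with enough counts had the right sign, and the interval held the true value for 95.4% of 194 genes over all cells and 95.1% of 185 genes in the Treg-like class. Of 40 simulated lists without change, 2 fell outside the 95% range of random lists. Alternatives covered cell calling, UMI and mitochondrial filters, doublets, clustering, Treg definition, thinning, scaling (TMM factors of edgeR, median-of-ratios factors of DESeq2, no mitochondrial and ribosomal genes, means over cells), free RNA and count minimums. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.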

Results

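To describe CD4 T cells that had entered the spinal cord during EAE, single-cell RNA sequencing data were examined from 1 WT library and 1 KO library. After filtering, 14058 cells taken as CD4 T cells remained, 8241 in the WT library and 5817 in the KO library. The median cell had 9076 UMIs and 2704 genes in the WT library, and 9758 UMIs and 2807 genes in the KO library. Median mitochondrial content was 2.91% and 2.99%. No comparison below has a replicate check, since each genotype was represented by 1 pooled library.

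The targeted genes were examined first, as a check of the labels. Transcripts of the AMPA receptor subunits were close to absent in T cells of both libraries. Gria1 (ENSMUSG00000020524, chromosome 11, 57011387 to 57330244, GRCm38) had 4 UMIs in each library, and Gria2 (ENSMUSG00000033981, chromosome 3, 80681450 to 80802835) had 1 UMI in each. Gria3 (ENSMUSG00000001986, chromosome X, 41400854 to 41678601) had 23 UMIs in the KO library and 16 in the WT library, with a log2 ratio of 0.94 (95% counting interval -0.04 to 1.96). Gria4 (ENSMUSG00000025892, chromosome 9, 4417896 to 4796234), the subunit that was not floxed, had 36 and 30 UMIs. The summed log2 ratio of Gria1, Gria2 and Gria3 was 0.83 (-0.03 to 1.72). Gria3 was at 0.346 and 0.180 CPM in T cells, against 9.59 and 4.94 CPM in the low-UMI barcodes. With the free RNA share estimated from myeloid and B cell genes, 6.89% and 8.78%, free RNA would give 0.662 and 0.433 CPM. A background cannot exceed the observed level, so this estimate was too high for these genes, and how much of their counts came from free RNA is not known. With so few counts the deletion was not detectable at this depth, and these counts did not check the labels. The study itself found no Gria2 or Gria3 transcripts by qPCR in CD4 T cells of deficient mice, cultured under Treg-inducing conditions. The terms KO-labelled and WT refer to the labels throughout. Over all barcodes with more than 500 UMIs the summed log2 ratio moved to 2.43, where cells that were not T cells held 332 of the 408 KO-labelled Gria3 counts.

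Next, the distribution of cells among classes was compared between the libraries, which addresses whether loss of the receptor alters the Treg compartment. A cluster led by Foxp3, Ikzf2 and Lrrc32 was named Treg-like. Its leading genes also included Igkc and Ighm. Treg-like cells made up 5.52% (4.95 to 6.14%) of the KO-labelled library, 321 of 5817 cells, and 2.67% (2.33 to 3.04%) of the WT library, 220 of 8241 cells. The ratio of these shares was 2.07 (1.74 to 2.47). The alternative that moved this ratio most was cell calling without the order-of-magnitude rule, with a ratio of 1.92. The markers that named the class did not shift together between the libraries, with a median log2 ratio of -0.02 over 10 genes, from -0.41 for Ctla4 to 1.19 for Itgae.

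**Figure D1:**
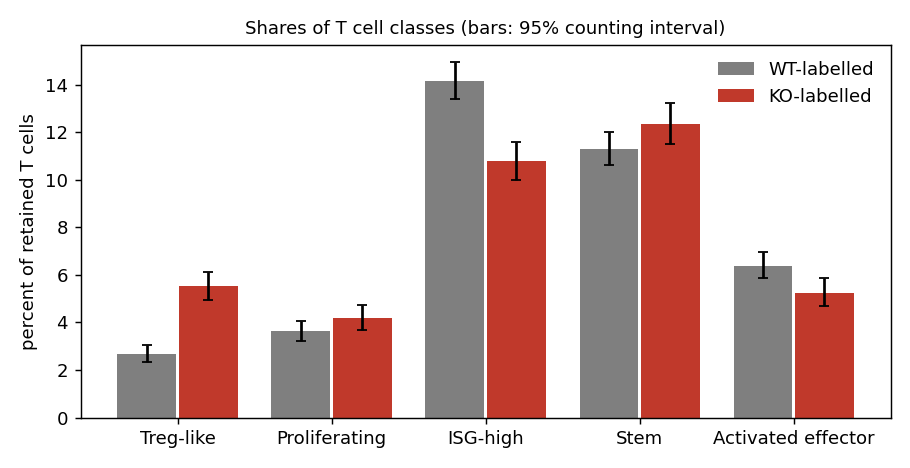
Percent of retained T cells in each named class, for the WT (grey) and KO-labelled (red) libraries, with 95% exact binomial intervals that cover counting error only. Treg-like cells made up 2.67% of the WT and 5.52% of the KO-labelled library.

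The share of cells with a Foxp3 UMI needs no clustering. With each cell thinned to 2000 UMIs, it was 3.32% (2.87 to 3.81%) in the KO-labelled library and 1.61% (1.35 to 1.91%) in the WT library, a ratio of 2.06 (1.64 to 2.58). The thinned ratio moved most, to 1.75, without the order-of-magnitude rule and with at least 2000 UMIs, a setting chosen after seeing the data. Over 100 such draws the ratio ranged from 1.67 to 2.41, with a median of 2.07. Without thinning the shares were 5.95% and 2.95%. Cells of the removed non-T clusters, which should lack Foxp3, had a share of 0.305% in the KO-labelled library and 0.420% in the WT library after thinning, and of 1.52% and 0.840% without thinning. These cells had median depths of 16330 and 16135 UMIs, against 9758 and 9076 UMIs in T cells. T cells outside the Treg-like class had thinned shares of 0.382% and 0.175%. Foxp3 (ENSMUSG00000039521, chromosome X, 7573644 to 7595245) reached 23.5 CPM over all KO-labelled T cells and 9.93 CPM over WT T cells, a log2 ratio of 1.24 (1.12 to 1.36).

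**Figure D2:**
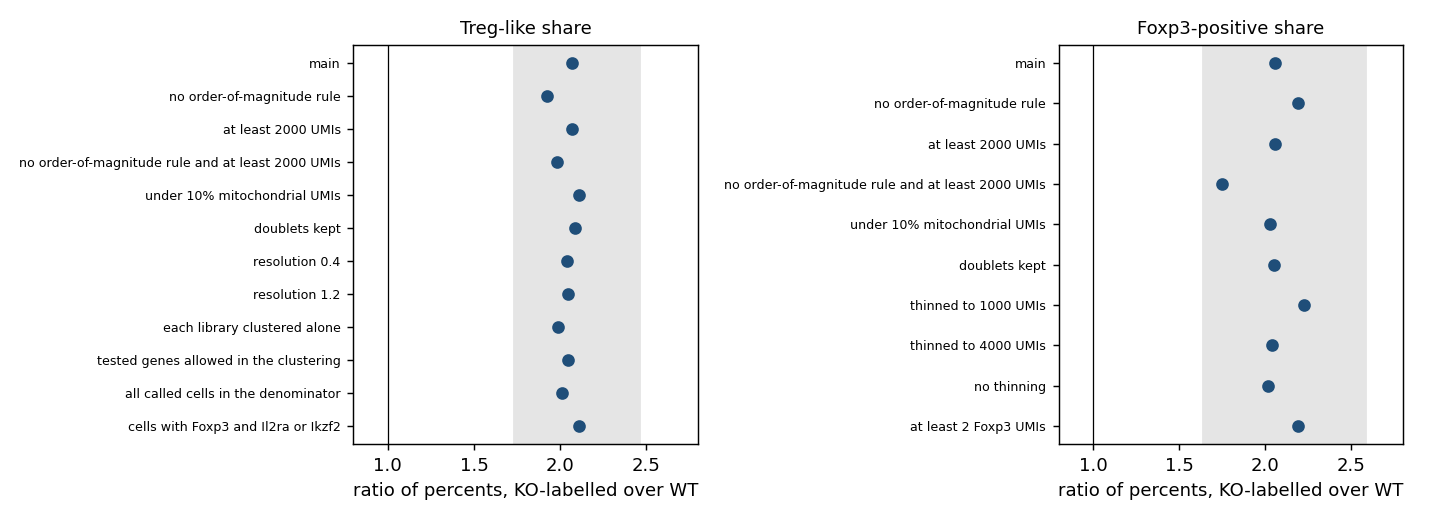
Ratio of the KO-labelled over the WT percent for the Treg-like share (left) and the Foxp3-positive share (right) under each processing setting, with 1 point per setting. Grey bands are the 95% counting intervals of the reported values, 1.74 to 2.47 and 1.64 to 2.58, and the vertical line marks a ratio of 1.

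The conventional T cell classes moved less. ISG-high cells, which express interferon-stimulated genes, made up 10.8% of the KO-labelled and 14.2% of the WT library, a ratio of 0.761 (0.690 to 0.839). The size of this class depended on the setting, and without the order-of-magnitude rule it was 3.57% and 4.41%. Proliferating-like cells made up 4.19% and 3.63%, a ratio of 1.16 (0.972 to 1.37). Stem-like cells, named from markers such as Tcf7 and Il7r, made up 12.3% (11.5 to 13.2%) and 11.3% (10.6 to 12.0%), a ratio of 1.09 whose interval began at 0.989. The Stem-like ratio was 0.996 with each library clustered alone. The larger of the Stem-like clusters was led by Gzmk. In 3 alternative settings a Gzmk-led cluster of 285 to 309 cells was split off and removed as CD8-like, so some cells of this kind remained in the class. Activated effector-like cells made up 5.26% and 6.39%, a ratio of 0.823 (0.712 to 0.949), but this ratio changed direction to 1.16 at clustering resolution 1.2, and the class could not be named under 4 alternatives. Cells that met no list made up 61.9% and 61.8%.

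Treg-like cells were then compared for 6 effector genes that the study had selected from these same libraries, so the values are not independent evidence. All 6 were higher in the KO-labelled library, with a median log2 ratio of 0.52. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) was at 1062 CPM in KO-labelled and 504 CPM in WT Treg-like cells, a log2 ratio of 1.07 (0.97 to 1.18). Tnfrsf9 had a log2 ratio of 0.75 (0.66 to 0.83), Tgfb1 of 0.53 (0.33 to 0.72) and Tnfrsf18 of 0.51 (0.42 to 0.59). Tnfrsf4 was at 0.50 (0.42 to 0.57) and Il2ra at 0.46 (0.35 to 0.57). The median fell most, to 0.41, when Treg-like cells were instead all cells with a Foxp3 UMI, where Il2ra fell to 0.12. Outside the Treg-like class, Gzmb was also higher in the KO-labelled library, at a log2 ratio of 0.64, and Tnfrsf18 at 0.25. Il2ra was at -0.02 there (-0.05 to 0.00). Gzmb was among the leading genes of the CD8-like cluster removed under some alternatives. Such cells remained outside the Treg-like class here, and the Gzmb ratio was not recomputed without them. The difference between the classes was not tested.

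**Figure D3:**
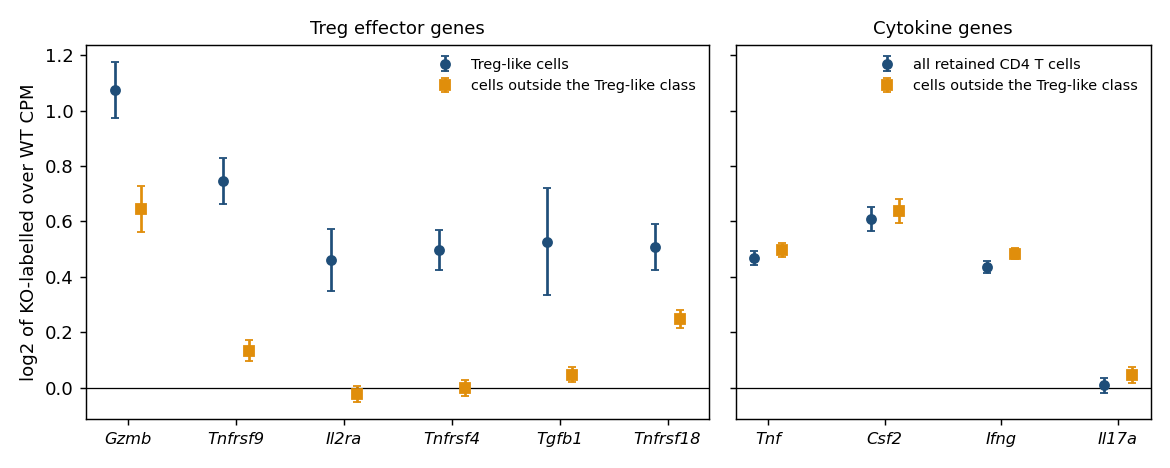
Log2 ratio of KO-labelled over WT CPM for the Treg effector genes (left) in Treg-like cells (circles) and outside that class (squares), and for the cytokine genes (right) in all T cells (circles) and outside the Treg-like class (squares). Bars are 95% counting intervals. Gzmb reached 1.07 in Treg-like cells, and Il17a stayed near 0.01 over all T cells.

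The cytokine genes Tnf, Csf2, Ifng and Il17a were examined because the study followed their proteins. Over all T cells the log2 ratio was 0.47 (0.44 to 0.49) for Tnf, 0.61 (0.57 to 0.65) for Csf2, 0.44 (0.41 to 0.46) for Ifng and 0.01 (-0.02 to 0.04) for Il17a, which fell to -0.02 with median-of-ratios factors and rose to 0.07 with means over cells. Tnf was at 375 CPM in the KO-labelled and 271 CPM in the WT library, and Ifng at 553 and 409 CPM. Outside the Treg-like class the values were 0.50, 0.64, 0.48 and 0.05. The median of the 4 genes over all T cells, 0.45, moved most when means were taken over cells, to 0.52. In Treg-like cells Tnf had a log2 ratio of 1.53 (1.12 to 1.96), which was 1.61 without the top cell of each library. The counts of the other 3 genes rested on few cells. Ifng had a log2 ratio of -1.65 there, but 1 WT cell held 78.5% of the WT counts, and without the top cell of each library the ratio was -0.19. Il17a was at 0.20 in that class, where 1 WT cell held 34 of the 40 WT counts, and at 2.50 without the top cells.

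Gene lists tied to Treg signalling and metabolism were compared in Treg-like cells, where the median log2 ratio of 7924 genes was -0.05. The median for IL-2/STAT5 was 0.11 (0.07 to 0.18), above all 10000 random lists (percentile 100). This list holds 4 of the 6 effector genes, and TGF-beta signalling holds 1. Between 6 (TGF-beta signalling) and 36 (mTORC1) genes of each list are also in another list. mTORC1 had a median of 0.10 (0.08 to 0.16) and glycolysis of 0.44 (0.34 to 0.52), both at percentile 100, and cholesterol of 0.27 (0.10 to 0.53) at percentile 99.9, with an interval that overlapped its random range of -0.25 to 0.15. TGF-beta signalling had a median of 0.05 (-0.01 to 0.14) at percentile 94.9, within the random range of -0.13 to 0.07. Glycolysis moved most among the lists, to 0.23 in cells with a Foxp3 UMI. Outside the Treg-like class the medians were 0.01 for IL-2/STAT5, 0.03 for mTORC1, 0.09 for glycolysis, 0.07 for cholesterol and 0.00 for TGF-beta signalling. Their percentiles there were 92.0, 99.97, 99.99, 99.2 and 55.4, in the same order. These percentiles describe the libraries and are not tests.

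**Figure D4:**
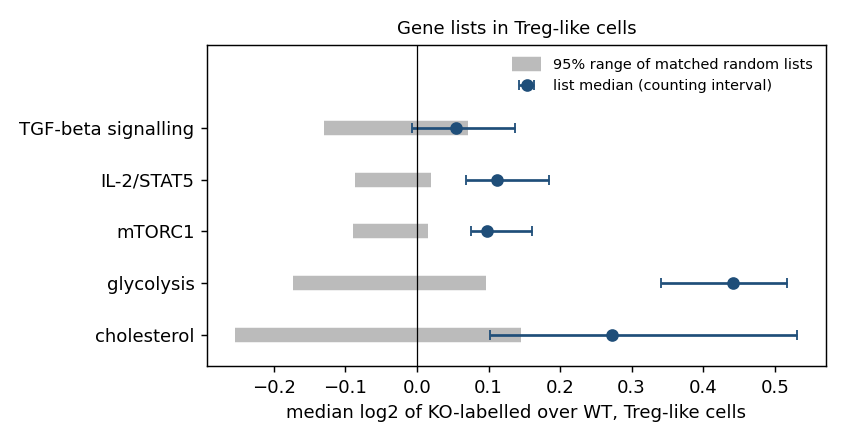
Median log2 ratio of KO-labelled over WT in Treg-like cells for each gene list (points, with 95% counting intervals) beside the 95% range of matched random lists (grey). Glycolysis was at 0.44, and TGF-beta signalling at 0.05 lay within its random range.

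At equal cell numbers and equal UMI totals, with 110 cells per draw, the median absolute log2 ratio in Treg-like cells was 0.24 between libraries. It was 0.19 within each library, and the excess over these was 0.05 (0.01 to 0.08 over 20 draws), or 0.04 at clustering resolution 0.4. In the other classes and in the unnamed cells the excess lay between 0.01 and 0.02. Draws reached 0.04 in Stem-like and ISG-high cells, and 0.03 in Activated effector-like, Proliferating-like and unnamed cells. The draws of each of these groups overlapped those of Treg-like cells.

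Finally, the genes with the largest ratios were listed by the rule set beforehand. Over all T cells the highest log2 ratios were those of Acss2 at 1.81, Phlda3 at 1.55, Dqx1 at 1.54, Gzma at 1.41 and P3h3 at 1.36. The lowest were those of Ccl3 at -1.76, Ptcra at -1.59, Ifi208 at -1.42, Dab2 at -1.35 and F8 at -1.22. Acss2 (ENSMUSG00000027605, chromosome 2, 155517948 to 155585724) had 405 KO-labelled and 154 WT UMIs, and Ifi208 (ENSMUSG00000066677, chromosome 1, 173673675 to 173698395) had 525 and 1885. No single cell held over 2.22% of the counts of either gene. Single cells held 40.5% of the KO-labelled Gzma counts, 62.0% of the WT Ptcra counts and 57.0% of the KO-labelled F8 counts. Without the top cells the log2 ratio was 0.85 for Gzma, -0.49 for Ptcra and -1.98 for F8. Gzma was also among the leading genes of the CD8-like cluster that 3 alternative settings removed. P3h3 (ENSMUSG00000023191, chromosome 6, 124841089 to 124857752) lies downstream of Cd4 (124864692 to 124888221) on the same strand, a neighbour noticed after its values were seen. In Treg-like cells the highest were Gzma at 4.61, Fbxo47 at 3.41, Csf2 at 3.24, Ly6c2 at 2.40 and Cxcl10 at 2.27. The lowest were Ccl4 at -3.41, Ifi208 at -2.37, Fhit at -2.26, Pde3b at -1.95 and Hdac9 at -1.82. In that class 1 cell held 84.8% of the KO-labelled Gzma counts, 61.8% of the KO-labelled Fbxo47 counts, 59.6% of the KO-labelled Csf2 counts and 96.2% of the WT Ccl4 counts. Without the top cells the log2 ratio was 2.44 for Gzma, 2.31 for Fbxo47, 3.42 for Csf2 and 0.79 for Ccl4, which changed direction. The top cells held 5.97% of the KO-labelled and 17.8% of the WT Cxcl10 counts.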

Values the study reported

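The study integrated 14,801 CD4 T cells after quality control and described 6 clusters. In its Treg cluster, the proportion of receptor-deficient cells was nearly 2-fold that of WT cells.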

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

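Apart from the test of lost X-inactivation, the tests in this part were chosen only after the result was seen. Each result below is a signal in a gene or in cells that the comparisons of the report did not set out to measure. The report uses the removed cells only as the background for Foxp3 and to place the Gria3 counts.

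Xist, which is transcribed from the inactive X chromosome, was missing from more T cells of the KO-labelled library. No Xist UMI was seen in 20.9% (19.9 to 22.0%) of KO-labelled T cells, against 3.51% (3.12 to 3.93%) of WT T cells. Sampling depth does not account for this: with each cell thinned to 4000 UMIs the shares were 30.3% and 12.4%, a ratio of 2.43, and at 2000 UMIs they were 44.9% and 29.9%, a ratio of 1.50. Thinning adds cells without a Xist UMI to both libraries, which lowers the ratio, and the KO-labelled share stayed higher at each depth. Male cells are excluded, since 4 Y genes summed to 0.159 CPM in the Xist-negative cells. Loss of X-inactivation with both X copies kept would raise X-linked genes. The median log2 ratio of 294 X-linked genes, Xist-negative over Xist-positive, exceeded that of autosomal genes by only 0.00294 and lay within the range of random gene lists (percentile 72.2). By contrast, 7 genes that escape X-inactivation were all lower in Xist-negative cells, with a median log2 ratio of -0.60 (-0.72 to -0.49). In the WT library, where fewer cells were negative, 5 of the 7 were lower, with a median of -0.25 (-0.34 to -0.02), so the support there is weaker. Summed Kdm6a and Ddx3x, which lie on the centromere side of Gria3, were at -0.58, and the escape genes beyond Gria3 were also at -0.58, so loss of only the distal part of the chromosome is excluded. A candidate explanation is that these cells carry 1 X copy. Gria3 is on the X chromosome, so recombination at its floxed copies could have led to loss of a chromosome in Cre-expressing cells, but no value here tests this. An animal in the pool with 1 X copy also stays open. Xist-negative cells made up 15.2% of the KO-labelled removed clusters and 12.6% of the WT ones. They were 0 of 41 KO-labelled cells in the Nav3-led cluster, 8.94% of 123 in the S100a9-led cluster (6.90% of the WT cells), 1.96% of 102 in the cluster led by Ly6d with Siglech among its 10 leading genes (Siglech-expressing cluster) and 53.7% of 54 in the Cd81-led cluster, where the WT share was also high (31.3% of 80). The Hbb-bs-led cluster gave 8 of 8, so the Cd81-led and Hbb-bs-led cells make up most of the 15.2%. The low shares in the Nav3-led, S100a9-led and Siglech-expressing clusters argue against an animal with 1 X copy that gave alike to all cell types. How much each animal gave to each cell type is unknown, so an animal with 1 X copy and loss in T cells cannot be told apart.

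Cells removed as contaminating made up 5.34% (4.79 to 5.93%) of the KO-labelled cells and 2.81% (2.47 to 3.18%) of the WT cells, a ratio of 1.90. With doublets kept the ratio was 2.03, so doublet removal does not account for it. The total depended on cell calling, since the ratio was 1.09 without the order-of-magnitude rule. There the haemoglobin-led cluster grew from 1 to 190 WT and from 8 to 23 KO-labelled barcodes, most of them of low depth. The lower ratio therefore does not show that cell calling caused the excess in the other clusters. Cell calling does not account for the S100a9-led cluster and the Siglech-expressing cluster, whose joint ratio was 2.66 without the rule and 3.17 with it. A sort of lower purity could raise all types alike or some more than others. The Cd81-led cluster had a ratio of 0.931 (0.647 to 1.33), beside 2.93 (2.12 to 4.07) for the S100a9-led cluster. These values argue only against a loss of purity that raised all types alike. A sort that let in some types more than others stays open. The study found fewer immune cells in the spinal cords of deficient mice, without counts for these clusters. A difference in infiltration of these cell types was not tested here and stays open.

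Gria3 was at 209 CPM in the Siglech-expressing cluster of the KO-labelled library and at 132 CPM in that of the WT library, a log2 ratio of 0.66 (0.28 to 1.05). This was at least 21.8-fold the level in low-UMI barcodes of the same library, so free RNA is excluded as its source. Cells that carry no Cre could keep Gria3 while T cells lose it. In the cluster Gria3 was not lower in the KO-labelled library, so these counts show no loss there. Whether T cells lose Gria3 cannot be told from these counts. WT T cells had only 0.180 CPM of Gria3, from 16 UMIs, too few for a loss to be seen. The study reported the loss by qPCR in cultured CD4 T cells. The Siglech-expressing cluster held 322 of the 332 KO-labelled Gria3 counts among removed cells.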

How the results depend on the processing

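The combination of no order-of-magnitude rule with at least 2000 UMIs was chosen after seeing the data. The other alternatives were fixed before the data were examined, but the rule for contaminating clusters was changed after 1 of them was run. That was each library clustered alone, where the first condition had removed the WT Treg-like cluster. The Treg-like ratio of 1.99 under that setting rests on the changed rule. No paired analysis was possible because each genotype has 1 library and no result comes from a test.

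The Treg-like share kept its direction and stayed within its counting interval under all 11 alternatives, from a ratio of 1.92 to 2.11. The Foxp3-positive share did so under all 9, from 1.75 to 2.22, which is within the spread of repeated thinning. The ISG-high ratio stayed between 0.744 and 0.809 under 9 alternatives, but the class shrank to 3.57 to 3.88% of KO-labelled and 4.41 to 5.01% of WT cells under 4 of them: both settings without the order-of-magnitude rule, under 10% mitochondrial UMIs and resolution 1.2. The cause was not tested. The Proliferating ratio stayed above 1 (1.12 to 1.29). The Stem ratio lay between 0.996 and 1.10, with 1 of 9 alternatives below 1. The Activated effector ratio reversed to 1.16 at resolution 1.2. That class could not be named without the order-of-magnitude rule, at resolution 0.4, with each library clustered alone or with the tested genes in the clustering, so it has no value there. At least 2000 UMIs with the order-of-magnitude rule removed no cell. It is counted among the alternatives above and below, though it says nothing about stability.

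The effector gene median stayed above 0 under 15 alternatives. It moved to 0.41 in cells with a Foxp3 UMI. In those cells the mTORC1 median moved to 0.061 and the glycolysis median to 0.23. Glycolysis also moved to 0.29 with doublets kept. All 5 lists kept a median above 0 under 17 alternatives. With a minimum of 200 UMIs per gene, the cholesterol median of 0.19 rested on only 3 genes, against 19 in the main setting. The cytokine median moved to 0.43 with TMM factors, to 0.43 with median-of-ratios factors and to 0.52 with means over cells, and stayed above 0 in all 10. These factors shifted the log2 ratios of all genes by at most 0.054. The targeted genes moved to 2.43 over all barcodes with more than 500 UMIs, where non-T cells enter. For the other moves the cause was not tested. Among 184 further values for single genes or for cells outside the Treg-like class, 156 stayed within counting error, 13 moved toward 0, 15 moved away from 0 and 0 reversed beyond counting error. Of those within counting error, 6 changed sign: Il17a over all T cells under 5 alternatives and Gria1 over all barcodes with more than 500 UMIs. The excess difference stayed above 0 in every class under the alternatives run.

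Depth limits the targeted genes, which had at most 23 UMIs each in T cells, and the Treg-like class, where 541 cells carry every comparison.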

Other observations

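Tests of the Treg-like share by depth and by Foxp3 in non-T cells, of Cd4 and of genes near the targeted loci were set before their results were seen. The tests by Xist and by single cells were chosen only after the result was seen. The share of cells with at least 2 Foxp3 UMIs had been set in advance as a stricter definition of Foxp3-positive cells, but its use as a test of free RNA was chosen only after the result was seen.

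The higher Treg-like share in the KO-labelled library was weighed against 3 technical explanations. Among cells with a Xist UMI the ratio was 2.15 (1.79 to 2.58), so the Xist-negative cells do not carry it. At equal depth the Foxp3-positive ratio was 2.06. Foxp3 made up more of the free RNA in the KO-labelled library, at 37.0 against 11.2 CPM. After thinning, 0.305% (up to 1.69%) of KO-labelled non-T cells had a Foxp3 UMI, beside a difference of 1.70 percentage points between the libraries, so the few non-T cells alone leave little margin. Free RNA spread over all cells would add mostly single UMIs. The share of T cells with at least 2 Foxp3 UMIs was also higher in the KO-labelled library, at 1.46% (1.17 to 1.80%) against 0.667% (0.503 to 0.868%), a ratio of 2.19, which argues against free RNA as the whole cause. A biological difference between genotypes stays open, as does a difference between the pooled animals, which 1 library per genotype cannot separate.

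Cd4 itself was higher in the KO-labelled library, at 353 against 219 CPM, a log2 ratio of 0.69 (0.66 to 0.72). A lower share of cells without Cd4 is excluded as the whole cause, since the log2 ratio in the Treg-like class was 1.04 (0.86 to 1.22). Scaling is excluded too, since 5 other T cell genes had a median of 0.030. The ratio was above 0 in all 6 classes, from 0.25 in Activated effector cells to 1.25 in Stem cells. Transcripts of the Cre transgene could be counted as Cd4, but counts per gene cannot separate these from the native gene, so the explanations cannot be told apart.

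The WT mice carry the same floxed loci, so a comparison of genes near them could not show an effect of differing sequence and decides nothing. The 320 genes within 10 megabases of Gria1, Gria2 or Gria3 had a median absolute log2 ratio of 0.08, at percentile 79.9 of matched random lists.

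Single cells could decide the largest ratios in the Treg-like class. Without the cell with the most counts in each library, Ccl4 changed from -3.41 to 0.79, so its ratio rested on 1 WT cell. The other 9 genes kept their sign, with a median absolute log2 ratio of 2.37. No biological explanation was tested for these genes.

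The retained cells fell into 11 clusters. That is higher than the number quoted from the study. Clusters and their names were rebuilt here without the study's annotation. The study measured cytokine proteins by flow cytometry, as the share of positive CD4 T cells, and found it lower in the deficient mice. Its methods stimulated cells before cytokine staining unless otherwise noted, and its flow cytometry was done on a later day than this sequencing. Summed transcripts of Tnf, Csf2 and Ifng were higher in the KO-labelled library here, and those of Il17a were level. As the share of T cells with a UMI, Il17a was lower in the KO-labelled library, at 15.9% against 18.3%. Tnf, Csf2 and Ifng were higher by that measure, at 67.2% against 59.1%, 21.7% against 16.7% and 46.9% against 37.3%. These shares were not thinned to equal depth. Proteins after stimulation and these transcripts are unlike measures.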
